A study of Homo sapiens with 24 samples. Its data were reported in "A roadmap of constitutive NF-κB activity in Hodgkin lymphoma: Dominant roles of p50 and p52 revealed by genome-wide analyses" (2016).

How the data were processed

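Gene expression was measured in L1236, an established Hodgkin lymphoma cell line of B cell origin, on 24 Affymetrix Human Gene 1.0 ST arrays in 2 experiments of 12 arrays each. In experiment 1 the siRNAs (short RNAs that direct the degradation of a matching mRNA) were aimed at NFKB1, which encodes p105 and its product p50, and at RELA. In experiment 2 they were aimed at NFKB2, which encodes p100 and its product p52, and at RELB. Per the labels, NFKB1 siRNA was applied at 1 µM for 3 days and RELA siRNA at 500 nM for 2 days, NFKB2 siRNA at 500 nM for 2 days and RELB siRNA at 1 µM for 3 days, and cells were collected 1 day after the siRNA treatment. Each experiment had 6 arrays of control siRNA and 6 of the knockdown (KD), made of 2 siRNA sequences in each of 3 replicates. The methods describe 3 biological replicates of 4 samples each. Whether the samples of one replicate came from separate cultures is not given in the sources used here, so p-values over the 6 arrays of an arm measure the spread between these arrays.

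The authors deposited log2 values from RMA, a method that corrects the background of each array, quantile-normalizes the arrays and summarizes the probes of each transcript cluster; its version is not given in the sources used here. A transcript cluster is the set of probes on the array that stands for one transcript locus. The array medians of experiment 1 lay between 6.94 and 6.99 and those of experiment 2 between 7.39 and 7.51, so the experiments were taken to have been normalized apart and only differences within an experiment were compared. RMA values understate large differences and carry no detection call, and the number of arrays limits the precision. The median standard error of a KD effect was 0.0474 on the log2 scale in experiment 1 and 0.0533 in experiment 2. The methods state that values were adjusted for covariates before testing, but do not name them. Replicates still differed in the deposited values, so no such adjustment was taken to be in them.

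The table held 33297 transcript clusters and 0 missing values. GEO's platform annotation gave 1 gene symbol for 19460 clusters and several for 1754, and 12083 clusters were not listed in it. Symbols were updated through the NCBI gene table of assembly GRCh38.p14, which was used for names alone; 19429 clusters took their symbol from it and 31 kept the older one. No gene was named from a cluster with several symbols, and positions are not printed because the array's own genome build differs from that table.

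Each KD was compared with the control arrays of its own experiment by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the replicate as a block and both siRNA sequences pooled. Clusters with a symbol were tested unless they lay below 6 in 50% or more of the 12 arrays. The study left out the clustered histone genes because their sequences resemble each other. They were kept here, 52 clusters in experiment 1 and 54 in experiment 2, so which histone gene such a cluster measures is uncertain. A cluster was called at a Benjamini-Hochberg adjusted p below 0.05 with a difference of at least 10% (0.14 on the log2 scale), the thresholds in the study's methods, where limma takes the place of a plain t-test. Every log2 difference is KD minus control, with its standard error (SE). The difference between the 2 KD effects was tested in one limma fit over the 24 arrays with a block for each replicate of each experiment. Sequence 1 was set against sequence 2 within each arm, with 3 arrays each. Overlaps were tested with Fisher's exact test, two-sided, over the clusters tested in both experiments.

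The replicate numbers were checked for pairing before the fits were compared. Deviations of the control mean and the KD mean of the same replicate correlated across clusters at 0.448, 0.193 and 0.252 in experiment 1 and at 0.576, 0.272 and 0.380 in experiment 2 for replicates 1, 2 and 3. Each exceeded 0.1, so the replicates were treated as paired. Scan batches follow the replicates in experiment 1 (batches 1, 2 and 3), and experiment 2 was scanned in 2 further batches, one with replicate 3 and one with replicates 1 and 2. No batch held arrays of both experiments. The highest correlation between arrays was 0.998, and the closest pairs had identical values in under 0.1% of clusters, so each array was counted as a sample of its own.

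In all, 32 gene lists were tested. They covered the siRNA targets, NF-κB regulators, textbook NF-κB targets, genes the study singled out, inhibitors of apoptosis, death receptors with BH3 proteins and caspases, chemokines and cytokines, surface receptors, MHC class I, MHC class II, B cell, germinal centre and plasma cell genes, AP-1 factors, JAK-STAT genes, interferon regulatory factors, interferon-stimulated genes, Notch genes, G2/M, S phase and G1 genes, p53 targets, cholesterol synthesis, unfolded protein and amino acid stress, hypoxia and glycolysis, heat shock, ribosomal proteins, the respiratory chain, RT-qPCR reference genes, and markers of T and NK cells, of myeloid cells and of fibroblast, endothelial and epithelial cells. Each gene was represented by its cluster with the highest mean over the 24 arrays. Lists were tested with camera, which compares the members with all other genes, at a preset inter-gene correlation of 0.01, with adjustment over the lists. Camera with an estimated correlation and fry, which asks whether the members move on balance one way, were alternatives. The mean of each list was also tested by an exact two-sided permutation of the arm labels within replicates, with 216 arrangements and a smallest possible p of 0.009259.

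Genes were named by a fixed rule: the siRNA targets and REL, the 10 largest falls and 10 largest rises of each KD among called clusters with 1 symbol that moved the same way in all replicates and with both sequences, up to 4 members of each list with the smallest adjusted p, the 8 smallest adjusted p in each direction of the difference, the 10 largest shared changes, up to 10 opposite ones, the genes the study singled out, and the 5 smallest adjusted p of each sequence comparison. The groups, tests, gene lists, thresholds, naming rule and other settings were chosen before the data were examined. Those settings were no block, a random block, scan batch as block, each replicate and each array left out, other filters, renormalization, median centring, array weights, each sequence alone, sequences averaged, all clusters, the methods' t-test, and other minimum differences.

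The fits were tested on simulated data with the real means and spreads and 50 clusters changed at each of 4 sizes. For the p50/RelA KD comparison 14% of changes of 1.1-fold, 88% of 1.3-fold, 98% of 1.5-fold and 100% of 2-fold were recovered over 15989 clusters, with 6 false calls. For the p52/RelB KD comparison the shares were 8%, 94%, 96% and 98% over 17562 clusters, with 7 false calls. For the difference they were 10%, 80%, 96% and 98% over 15962 clusters, with 11 false calls. With 3 arrays per sequence, 60% of 1.3-fold differences were recovered in the KD arm of experiment 1 and 58% in that of experiment 2. ChIP-seq binding data were not used here, so no gene is called a direct target.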

Results

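The data were log2 expression values of 33297 transcript clusters on 24 arrays of L1236 Hodgkin lymphoma cells. Experiment 1 set 6 arrays of p50/RelA KD against 6 of control siRNA, and experiment 2 set 6 arrays of p52/RelB KD against 6 of its own control siRNA. Every arm held 2 siRNA sequences in 3 replicates. The experiments were taken to have been normalized apart, because their array medians differed, so levels were not compared across them. The mean correlation of an array with the others of its arm was between 0.993 and 0.997 in experiment 1 and between 0.980 and 0.997 in experiment 2. The lowest value belonged to p52/RelB KD with sequence 2 in replicate 3. On that array the median was 7.51 and the interquartile range 3.16, where the other arrays of its arm had medians of 7.39 to 7.42 and interquartile ranges of 3.33 to 3.42. On the first principal component of experiment 1, the control array of sequence 2 in replicate 2 lay furthest from the others, at a loading of 0.757.

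**Figure D1:**
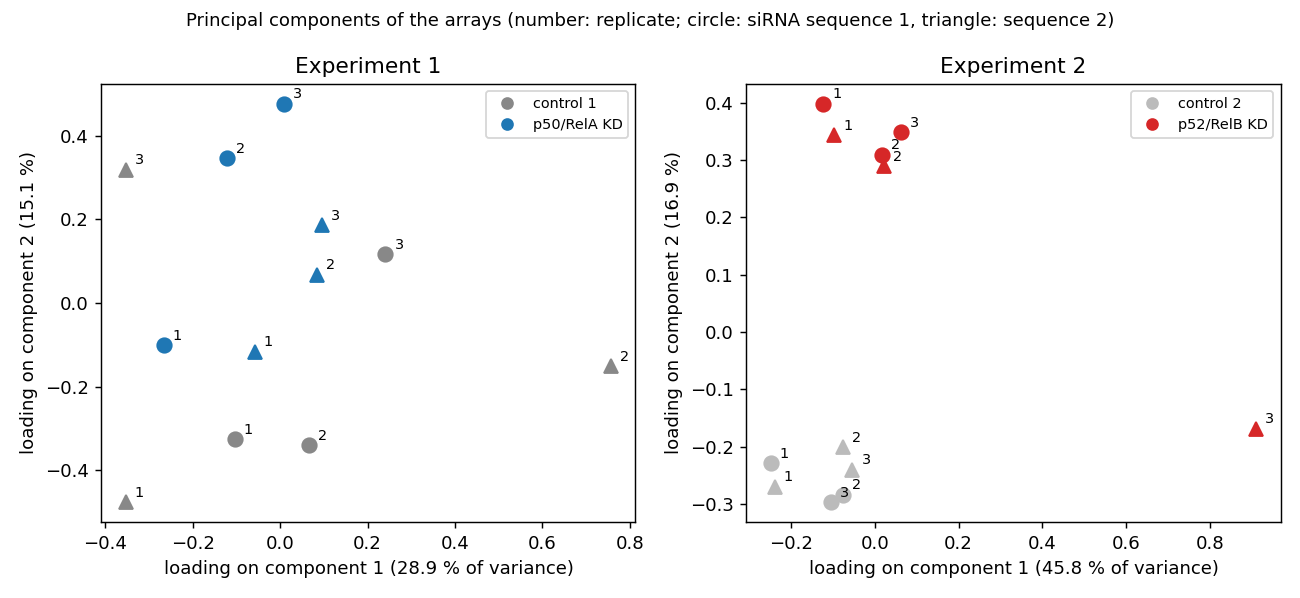
Loadings of the 12 arrays of each experiment on the first 2 principal components (unitless; the share of variance is on each axis), with colour for control and KD, shape for the siRNA sequence and the replicate number beside each point. In experiment 2 the p52/RelB KD array of sequence 2, replicate 3 sits apart at a loading of 0.910 on component 1, which carried 45.8% of the variance.

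The siRNAs lowered their target mRNAs to different extents. In p50/RelA KD, NFKB1 fell by 1.92 ± 0.12 on the log2 scale (SE, n = 6 per arm), to 26.5% of control, and RELA fell by 1.39 ± 0.09, to 38.1%; the limma adjusted p was 4.84e-06 for both. In p52/RelB KD, NFKB2 fell by 1.34 ± 0.04, to 39.4% of control (adjusted p = 5.50e-09), while RELB fell by 0.29 ± 0.05, to 82.0% (adjusted p = 0.00217). The RELB call was lost without replicate 2 (log2 difference -0.27, adjusted p = 0.0756). Genes of the family that were not targeted moved as well. REL, which encodes c-Rel, fell by 0.57 ± 0.07 in p52/RelB KD (adjusted p = 0.000308) and had a difference of -0.10 ± 0.04 in p50/RelA KD (adjusted p = 0.288). NFKB2 fell by 0.19 ± 0.04 in p50/RelA KD (adjusted p = 0.0422), and NFKB1 rose by 0.15 ± 0.04 in p52/RelB KD (adjusted p = 0.0359). RELB in p50/RelA KD (-0.01, adjusted p = 0.975) and RELA in p52/RelB KD (0.06, adjusted p = 0.472) did not pass.

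**Figure D2:**
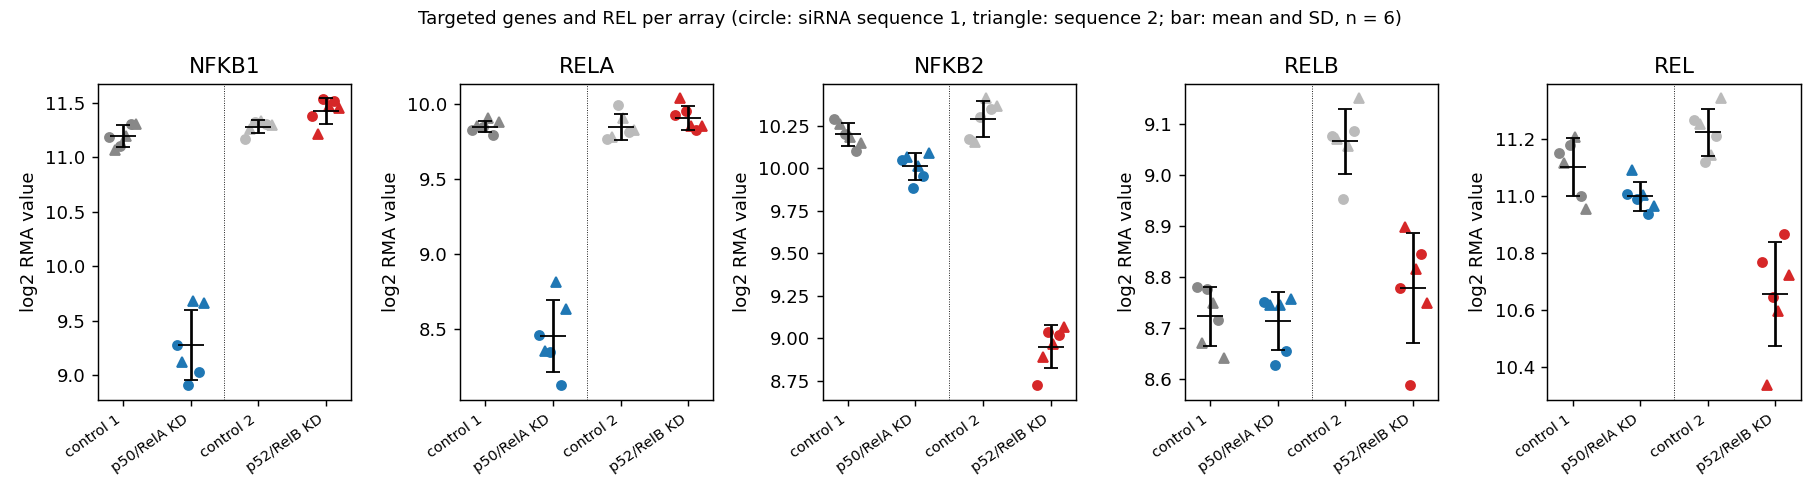
Log2 RMA value of the 4 targeted genes and REL on each array, with circles for siRNA sequence 1, triangles for sequence 2, and bars for the mean and SD of 6 arrays. NFKB1 went from 11.2 in control 1 to 9.28 in p50/RelA KD, whereas RELB went only from 9.07 in control 2 to 8.78 in p52/RelB KD.

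The first comparison asked which genes depend on p50 and RelA, the subunits of canonical NF-κB signalling. After p50/RelA KD the changes were few, small and mostly downward. Of 15989 clusters tested, 182 were called, 140 of them lower and 42 higher, and these stood for 115 lower and 39 higher genes. Without the control array of sequence 2 in replicate 2 there were 130 lower and 86 higher clusters. The median size of a called change was 0.26 on the log2 scale, and 4 clusters exceeded 1.5-fold. Besides the targets, the largest falls were those of CCL22, a chemokine for regulatory and Th2 cells (-0.75 ± 0.05), TNFRSF9, the costimulatory receptor 4-1BB (-0.56 ± 0.04), TRIM22, an interferon-induced antiviral factor (-0.56 ± 0.07), HAPLN3 (-0.54 ± 0.04), OAS3 (-0.53 ± 0.06), EBI3, a subunit of interleukins 27 and 35 (-0.48 ± 0.04), TNFAIP6 (-0.48 ± 0.05) and MX1 (-0.48 ± 0.09). The largest rises were those of ASPN, an extracellular matrix proteoglycan (0.62 ± 0.08), EVI2B (0.38 ± 0.06), SH3D19 (0.37 ± 0.07), ACVR1C (0.33 ± 0.05), BCL6, the germinal centre repressor (0.32 ± 0.05), CFI (0.31 ± 0.05), the cytokine IL7 (0.30 ± 0.07), SAMSN1 (0.30 ± 0.07), GPR15 (0.29 ± 0.06) and MID1 (0.29 ± 0.05). Their limma adjusted p lay between 4.84e-06 for CCL22 and 0.0473 for SAMSN1.

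Known NF-κB targets fell as a group. Of 63 measured textbook targets 21 fell, 0 rose and 42 did not pass, with 31 lower when adjusted over the list alone (camera adjusted p = 1.88e-40, and 0.00253 with an estimated correlation). Among chemokines and cytokines of Hodgkin cells, 8 of 23 fell, with CCL17 at -0.44 ± 0.04 and CCL5 at -0.31 ± 0.04, and IL7 rose (11 lower and 1 higher when adjusted over the list alone; camera adjusted p = 1.06e-13, and 0.00253 with an estimated correlation). Regulators of NF-κB fell in 4 of 20 cases, which were TNFAIP3 (-0.45 ± 0.04), NFKBIA (-0.40 ± 0.03) and NFKBID (-0.31 ± 0.04), all inhibitors of the pathway, and BIRC2 (-0.25 ± 0.05), with 8 lower when adjusted over the list alone (camera adjusted p = 1.05e-09, and 0.0263 with an estimated correlation). Surface receptors fell in 6 of 32 cases, among them CXCR5 (-0.38 ± 0.04), the adhesion molecule ICAM1 (-0.29 ± 0.03) and CD40 (-0.19 ± 0.04), with 10 when adjusted over the list alone (camera adjusted p = 1.80e-11, and 0.00253 with an estimated correlation). Inhibitors of apoptosis fell in 3 of 10 cases, BCL2L1 (-0.29 ± 0.05), BIRC2 and CFLAR (-0.22 ± 0.04), with 5 when adjusted over the list alone, and 7 did not pass, among them IER3 at -0.22 ± 0.06 with an adjusted p of 0.0927 (camera adjusted p = 2.72e-06, and 0.0218 with an estimated correlation).

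Transcription factors of the AP-1 and interferon regulatory families were lower too. Of 16 AP-1 and ATF factors JUN (-0.27 ± 0.05) and BATF2 (-0.23 ± 0.05) fell and 14 did not pass, with 2 when adjusted over the list alone (camera adjusted p = 0.000237, and 0.0263 with an estimated correlation). IRF1 (-0.35 ± 0.07) and IRF5 (-0.27 ± 0.04) fell among 8 interferon regulatory factors, with 3 when adjusted over the list alone (camera adjusted p = 1.20e-05, and 0.0303 with an estimated correlation). The interferon-stimulated genes had the largest median difference of any list besides the targets, -0.20 over 32 genes. Of these 7 fell, among them TRIM22, OAS3, MX1 and IFIH1 (-0.42 ± 0.06), and 20 were lower when adjusted over the list alone. The camera adjusted p was 5.19e-22, and the call was lost at adjusted p = 0.0727 with an estimated correlation. The list mean differed by -0.09, -0.32 and -0.30 in replicates 1, 2 and 3. An exact two-sided permutation of the arm labels within replicates gave p = 0.009259 for the mean of this list, the smallest it can give (adjusted over 32 lists, p = 0.0247). Of the 32 lists, 12 reached this smallest p in p50/RelA KD and 13 passed after adjustment, among them MHC class II genes (adjusted p = 0.0456), which camera did not call. Notch genes (adjusted p = 0.0635) and G2/M genes (adjusted p = 0.174), which camera called, did not pass the permutation. Over all arrays the mean of the interferon-stimulated genes differed by -0.24. It differed by -0.20 without the control array of sequence 2 in replicate 2, which stood apart in experiment 1. Without the p50/RelA KD array of sequence 1 in replicate 2 it was also -0.20, so the move was not particular to the outlying array.

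**Figure D3:**
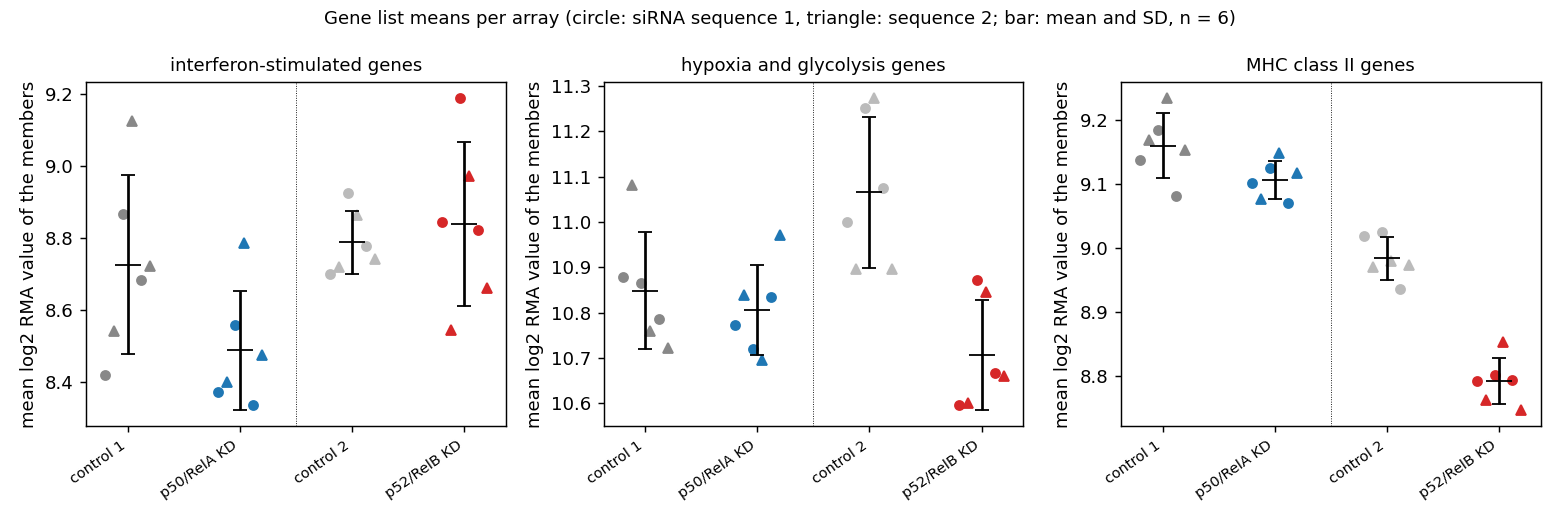
Mean log2 RMA value over the members of 3 gene lists on each array, with circles for siRNA sequence 1, triangles for sequence 2, and bars for the mean and SD of 6 arrays. The median KD difference of the interferon-stimulated genes was -0.20 in experiment 1, and those of hypoxia and glycolysis genes and of MHC class II genes were -0.28 and -0.20 in experiment 2.

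Other lists gave weaker results in p50/RelA KD. TAP1, the peptide transporter (-0.27 ± 0.04), was the only called member of 14 MHC class I genes, with 4 when adjusted over the list alone (camera adjusted p = 4.28e-06, but adjusted p = 0.144 with an estimated correlation). HEY1 (-0.39 ± 0.04) and CDKN1A (-0.33 ± 0.04) fell among 19 Notch pathway genes, with 3 when adjusted over the list alone (camera adjusted p = 0.0104, but adjusted p = 0.0718 with an estimated correlation). No unfolded protein or amino acid stress gene of 21 was called, and 2 were lower when adjusted over the list alone (median -0.09; camera adjusted p = 0.000171, but adjusted p = 0.0743 with an estimated correlation). G2/M genes were the single list with a positive difference past camera's threshold, with a median of 0.07 over 25 genes, 0 called and 1 when adjusted over the list alone (camera adjusted p = 2.25e-07, but adjusted p = 0.307 with an estimated correlation). NDC80 had the smallest adjusted p among them (0.20 ± 0.05, adjusted p = 0.0811). The siRNA targets as a list fell in 3 of 4 cases, with 3 when adjusted over the list alone (camera adjusted p = 9.42e-10, and 0.0263 with an estimated correlation).

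Among 21 measured genes that the study singled out, 9 fell and BCL6 rose, with the same numbers when adjusted over the list alone (camera adjusted p = 2.49e-08, and 0.00547 with an estimated correlation). The study chose this list on these samples, so the count is not independent evidence of its direction. Its called members were CCL22, NFKBIA, HEY1, STAT5A (-0.29 ± 0.05), BCL2L1, IRF5, BIRC2, CFLAR, CD40 and BCL6. Those that did not pass included PAX5 (-0.04 ± 0.04), FOXP1 (0.08 ± 0.03), LEF1 (0.05 ± 0.04), JAK1 (0.10 ± 0.03), PTPN6 (0.09 ± 0.03), CDH1 (0.07 ± 0.05), VCAM1 (-0.11 ± 0.05), FAS (-0.07 ± 0.03), CCND2 (-0.09 ± 0.04), JUNB (-0.12 ± 0.05) and CCR7 (-0.05 ± 0.03). The study described CCR7, CCND2, FAS, JUNB and VCAM1 as bound but not regulated in the KDs. It described FOXP1 and LEF1 as repressed by p52/RelB only. For these genes the lack of a call in p50/RelA KD is no conflict with the study.

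In p50/RelA KD, 18 lists did not pass camera's threshold. The adjusted p was 0.121 for MHC class II genes (0 of 11 called, 2 lower when adjusted over the list alone) and 0.193 for cholesterol synthesis (0 of 18). It was 0.345 for JAK-STAT genes (STAT5A of 19, 2 lower when adjusted over the list alone), G1 cyclins and CDK inhibitors (CDKN1A of 14, 2 lower when adjusted over the list alone), hypoxia and glycolysis genes (0 of 23) and heat shock genes (0 of 12). For germinal centre genes it was 0.692, with BCL6 up and CXCR5 down among 15, and for B cell genes 0.708 (0 of 22). For S phase genes it was 0.769 (0 of 26) and for the respiratory chain 0.918 (0 of 25). It was 0.990 for p53 targets (CDKN1A down and DDB2 up at 0.22 ± 0.04, of 21), for death receptors, BH3 proteins and caspases (0 of 21), for plasma cell genes (0 of 12), for ribosomal proteins (0 of 23) and for reference genes (0 of 9). Markers of T and NK cells (0 of 13) and of myeloid cells (0 of 10) also had 0.990, and those of fibroblast, endothelial and epithelial cells had 0.350 (0 of 13, 1 higher when adjusted over the list alone). The hypoxia and glycolysis list moved as a block between replicates, with medians of -0.13, -0.07 and 0.11 in replicates 1, 2 and 3, and it passed downward without replicate 3 (adjusted p = 2.44e-06). Cholesterol synthesis passed upward without replicate 2 (adjusted p = 0.0161), heat shock genes passed downward without replicate 1 (adjusted p = 0.0218), and G1 cyclins and CDK inhibitors passed downward by fry (adjusted p = 0.0175). Of the lists that camera called, Notch genes lost the call without replicate 1 (adjusted p = 0.0906) and without replicate 3 (adjusted p = 0.0722), and G2/M genes lost it by fry (adjusted p = 0.149). Where no other number is given, the count adjusted over the list alone equalled that over all genes. The median and the mean differed in sign for death receptors, BH3 proteins and caspases, p53 targets, reference genes and myeloid markers.

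The p50/RelA count rested on the pooled arrays. It was 68 without the replicate block, 16 to 51 without 1 replicate and 97 to 216 without 1 array. It was 42 with sequences averaged, 6 with sequence 1 alone and 3 with sequence 2 alone. A further quantile normalization gave 160 lower and 93 higher clusters. Within the scan batches of 4 arrays, which match the replicates, limma called 4, 1 and 0 clusters, with 1298, 1279 and 870 at an unadjusted p below 0.05, and scan batch as block gave the same 182.

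The second comparison asked which genes depend on p52 and RelB, the subunits of non-canonical signalling. After p52/RelB KD genes of hypoxia and glycolysis and of MHC class II presentation fell together, and other genes changed in both directions. Of 17562 clusters tested, 1764 were called, 1054 lower and 710 higher, which stood for 897 lower and 627 higher genes, with 1 gene called both ways by different clusters. Without the outlying array of sequence 2 in replicate 3 the directions were nearly even, with 1289 lower and 1237 higher clusters. The number of called genes was 9.89 times that of p50/RelA KD, and that of called clusters 9.69 times. The cluster ratio was 6.60 with the methods' t-test on values adjusted for replicate and 23.2 with it on the values as deposited, 30.8, 21.1 and 44.1 without replicates 1, 2 and 3, and 18.2 without the p50/RelA KD array of sequence 1 in replicate 3. It was 214 with sequence 1 alone and 0.333 with sequence 2 alone, where few clusters were called. The median size of a called change was 0.23, 92 clusters exceeded 1.5-fold and 11 exceeded 2-fold. The largest falls were those of ARG2, the mitochondrial arginase (-1.38 ± 0.17), NFKB2, TMPRSS3, a membrane serine protease (-1.22 ± 0.06), HILPDA, a lipid droplet protein induced by hypoxia (-1.14 ± 0.13), PFKFB4, a regulator of glycolysis (-1.11 ± 0.10), CLMN (-1.04 ± 0.11), IZUMO4 (-1.01 ± 0.06), PHF19, a Polycomb-associated protein (-0.96 ± 0.05), GPR160 (-0.94 ± 0.15) and DDIT4, an inhibitor of mTORC1 (-0.90 ± 0.10). The largest rises were those of ASPN (1.53 ± 0.16, to 2.89-fold), PRICKLE1, a planar cell polarity protein (1.07 ± 0.05), KCNJ15, a potassium channel (1.06 ± 0.06), FAR2, a fatty acyl-CoA reductase (0.95 ± 0.05), MIR9-1 (0.94 ± 0.07), EVI2B (0.88 ± 0.09), PLA2G4F, a phospholipase (0.86 ± 0.12), CYP4F12 (0.73 ± 0.06), SLC9A9 (0.70 ± 0.05) and the histone gene H3C3 (0.66 ± 0.04). ASPN had a control mean of 6.14 in experiment 2, near the low value limit of 6. Its rise was 1.97 with sequence 1 and 1.09 with sequence 2. The control mean of MIR9-1 was 6.66 and that of CYP4F12 6.51. Of 54 clusters of histone genes 22 were called, each of them higher, against 3 of 52 in p50/RelA KD, but these genes resemble each other in sequence and the study left them out, so which of them changed is uncertain. The adjusted p of the named falls and rises lay between 5.50e-09 for NFKB2 and 0.00169 for GPR160. In p50/RelA KD, ARG2, HILPDA, PFKFB4, CLMN, IZUMO4, GPR160 and DDIT4 were lower in replicates 1 and 2 and higher in replicate 3. For ARG2 these differences were -0.47, -0.44 and 0.43. The median of the hypoxia and glycolysis list had the same signs there. Whether falls of genes outside that list are separate from it was not tested.

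By calls adjusted over all genes, hypoxia and glycolysis genes had the largest share of members lower among the lists. Of 23 measured members 17 fell, 0 rose and 6 did not pass, with 18 lower when adjusted over the list alone. BNIP3 and BNIP3L, which act in mitophagy, fell by 0.76 ± 0.06 and by 0.76 ± 0.07, PDK1, a brake on pyruvate oxidation, fell by 0.75 ± 0.09, and PFKFB4 by 1.11. The list had a median of -0.28 (camera adjusted p = 8.98e-19, and 0.0317 with an estimated correlation). Its median was -0.26 within the scan batch of replicate 3 and also -0.26 within that of replicates 1 and 2. Without the outlying array of sequence 2 in replicate 3, 18 members were called lower. The mean of the list among the 6 control arrays, each less its replicate's mean, varied over a range of 0.18.

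MHC class II presentation genes fell in 5 of 10 cases and rose in 0, with 8 lower when adjusted over the list alone (median -0.20; camera adjusted p = 2.26e-05, and 0.0317 with an estimated correlation). The called members included HLA-DQA1 (-0.44 ± 0.06), HLA-DPB1 (-0.29 ± 0.04), HLA-DMA, a chaperone of peptide loading (-0.25 ± 0.04), and IFI30, a lysosomal thiol reductase (-0.24 ± 0.05). Inhibitors of apoptosis went both ways, 6 of 10 lower and 2 higher, with 7 and 2 when adjusted over the list alone. BIRC2 (-0.62 ± 0.08), CFLAR (-0.48 ± 0.07) and IER3 (-0.44 ± 0.05) fell, and BCL2A1 rose (0.30 ± 0.04). The camera adjusted p of this list was 0.00481, and the call was lost at adjusted p = 0.160 with an estimated correlation. Textbook NF-κB targets changed in both directions, with 25 lower, 9 higher and 29 of 63 not passing, and 26 and 12 when adjusted over the list alone (camera adjusted p = 0.000568, but adjusted p = 0.428 with an estimated correlation). CCL22 (-0.86 ± 0.09) and LTA, lymphotoxin alpha (-0.44 ± 0.05), fell, while FCER2, the CD23 receptor (0.48 ± 0.04), rose.

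Among stress and plasma cell genes, DDIT4, HERPUD1 (-0.32 ± 0.05), DDIT3 (-0.34 ± 0.07) and SEL1L (-0.21 ± 0.06) fell, 4 of 22 unfolded protein and amino acid stress genes, with 4 lower and 1 higher when adjusted over the list alone. That list had a camera adjusted p of 0.00742, which was lost at adjusted p = 0.629 with an estimated correlation and at 0.0972 without the 2 outlying arrays, a setting added after the data were seen. Of 12 plasma cell genes PRDM1, which encodes Blimp-1 (-0.40 ± 0.05), and TNFRSF17 (-0.53 ± 0.10) fell and CD27 rose (0.42 ± 0.05), with 4 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.0323, but adjusted p = 0.225 with an estimated correlation). S phase genes passed upward, with CDC45 (0.19 ± 0.04), E2F1 (0.18 ± 0.04) and FEN1 (0.15 ± 0.04) higher among 26 (camera adjusted p = 0.00476, but adjusted p = 0.730 with an estimated correlation). Their median was 0.14, 0.13 and -0.05 in replicates 1, 2 and 3, and 15 of 26 lay lower in replicate 3. Ribosomal proteins had a median of -0.06 with 0 of 23 called by limma (camera adjusted p = 0.00481, but adjusted p = 0.428 with an estimated correlation). Markers of fibroblast, endothelial and epithelial cells had a median of 0.07, and CDH1, which encodes E-cadherin (0.41 ± 0.06), ACTA2 (0.24 ± 0.07) and PECAM1 (0.19 ± 0.04) rose among 15. The median of these markers was 0.012, -0.0046 and 0.18 in replicates 1, 2 and 3, with 7, 8 and 0 of 15 lower. The camera adjusted p of these markers was 0.0473, and it was lost at adjusted p = 0.772 with an estimated correlation and at 0.462 without the 2 outlying arrays. On the outlying array of sequence 2 in replicate 3, T and NK cell markers lay above the other arrays of its arm by a median of 0.40, and myeloid markers by 0.33.

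Several lists held genes that moved both ways and did not pass camera's threshold in p52/RelB KD. Among chemokines and cytokines 6 of 27 fell and 5 rose, with CCL5 (0.37 ± 0.04) and CSF1 (0.35 ± 0.04) higher, and 6 and 6 when adjusted over the list alone (adjusted p = 0.583). Surface receptors fell in 8 and rose in 4 of 32 cases, 9 and 5 when adjusted over the list alone, with CXCR5 (-0.51 ± 0.06) and CD40 (-0.29 ± 0.04) lower and IL2RA (0.47 ± 0.06) higher (adjusted p = 0.323). NF-κB regulators fell in 7 and rose in 2 of 20 cases, with TNIP1 (-0.31 ± 0.03) and BCL3 (-0.27 ± 0.03) lower and MAP3K14, the kinase NIK of the non-canonical pathway, higher (0.44 ± 0.05; adjusted p = 0.102). Germinal centre genes such as GCSAM (-0.63 ± 0.06) and KLHL6 (-0.30 ± 0.04) fell in 4 and rose in 2 of 17 cases, 4 and 3 when adjusted over the list alone (adjusted p = 0.583). Of 24 B cell genes CD22 (-0.30 ± 0.07) and TCF3 (-0.23 ± 0.04) fell and PAX5 (0.19 ± 0.04) and FCRL1 (0.18 ± 0.05) rose, 2 and 3 when adjusted over the list alone (adjusted p = 0.937). Notch genes gave 3 lower, with HEY1 (-0.69 ± 0.06) and RBPJ (-0.28 ± 0.05), and JAG1 higher (0.34 ± 0.07), of 19, 3 and 2 when adjusted over the list alone (adjusted p = 0.609). JAK-STAT genes gave 3 lower and 4 higher of 19, with STAT5A (-0.46 ± 0.05) and PIM2 (-0.28 ± 0.05) lower and TYK2 (0.25 ± 0.04) higher (adjusted p = 0.982). Of 31 interferon-stimulated genes 2 fell and 4 rose, 3 and 4 when adjusted over the list alone, with IFITM1 (-0.34 ± 0.06) lower and DTX3L (0.33 ± 0.07) higher (adjusted p = 0.688).

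The rest of the lists showed few calls in p52/RelB KD. The camera adjusted p was 0.609 for G1 cyclins and CDK inhibitors (CDKN1A and CDKN1B lower, CCND3 and CDKN2B higher, of 14; 3 and 3 when adjusted over the list alone), for AP-1 and ATF factors (2 lower and 2 higher of 16, with FOS at 0.30 ± 0.06 and ATF5 at -0.27 ± 0.05), for MHC class I genes (TAP1 lower and ERAP2 higher, of 14) and for reference genes (0 of 9). It was 0.388 for interferon regulatory factors (IRF5 lower and IRF2 higher, of 8), 0.562 for p53 targets (3 lower and DDB2 higher of 21, 4 and 2 when adjusted over the list alone), and 0.583 for G2/M genes (CCNB2 lower and 3 higher, of 25). It was 0.858 for death receptors, BH3 proteins and caspases (2 lower and BAK1 higher, of 23), 0.937 for cholesterol synthesis (INSIG1 lower and TM7SF2 higher, of 18), 0.763 for heat shock genes (0 of 12) and 0.791 for the respiratory chain (0 of 25). For T and NK cell markers it was 0.583 (GATA3 lower and LEF1 higher, of 18), for myeloid markers 0.212 (0 of 12, 2 higher when adjusted over the list alone), and for the siRNA targets as a list 0.0962 (2 lower and NFKB1 higher, of 4). G2/M genes passed upward without the 2 outlying arrays (adjusted p = 0.00664) and without replicate 3 (adjusted p = 0.00034). By fry, germinal centre genes (adjusted p = 0.0112), NF-κB regulators (0.0117), interferon regulatory factors (0.0481), the genes the study singled out (0.0481) and the siRNA targets (7.49e-08) passed downward, and the targets also passed without the replicate block (0.0395). By the exact permutation 12 of 32 lists passed, each at the smallest p, among them germinal centre genes, NF-κB regulators, the genes the study singled out and the siRNA targets, but not S phase genes (adjusted p = 0.0847). Among the genes the study singled out, a list chosen on these samples and therefore not independent evidence, 9 of 21 fell and 7 rose, 9 and 8 when adjusted over the list alone (adjusted p = 0.185). FOXP1 (0.24 ± 0.04), LEF1 (0.19 ± 0.03), JAK1 (0.19 ± 0.04), PTPN6 (0.17 ± 0.04), PAX5, CDH1 and BCL6 (0.20 ± 0.05) rose, and VCAM1 (-0.41 ± 0.09), BCL2L1 (-0.42 ± 0.08) and IRF5 (-0.23 ± 0.04) were among those that fell. The study listed VCAM1 among targets not regulated in the KDs, whereas limma called it lower in p52/RelB KD (adjusted p = 0.0171). CCR7, CCND2, FAS and JUNB, from the same sentence of the study, were not called. The median, the mean and the test differed in sign for death receptors, BH3 proteins and caspases, B cell, JAK-STAT, Notch and cholesterol synthesis genes.

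Other calls in p52/RelB KD were lost under further settings. S phase genes lost theirs without replicate 1 (adjusted p = 0.133), without replicate 2 (0.15) and by fry (0.0572), and plasma cell genes without replicate 1 (0.121) and with no filter on low values (0.0613). Markers of fibroblast, endothelial and epithelial cells lost theirs without replicate 3 (0.606), by fry (0.158) and with no filter on low values (0.0813), and unfolded protein and amino acid stress genes without replicate 3 (0.0836).

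**Figure D4:**
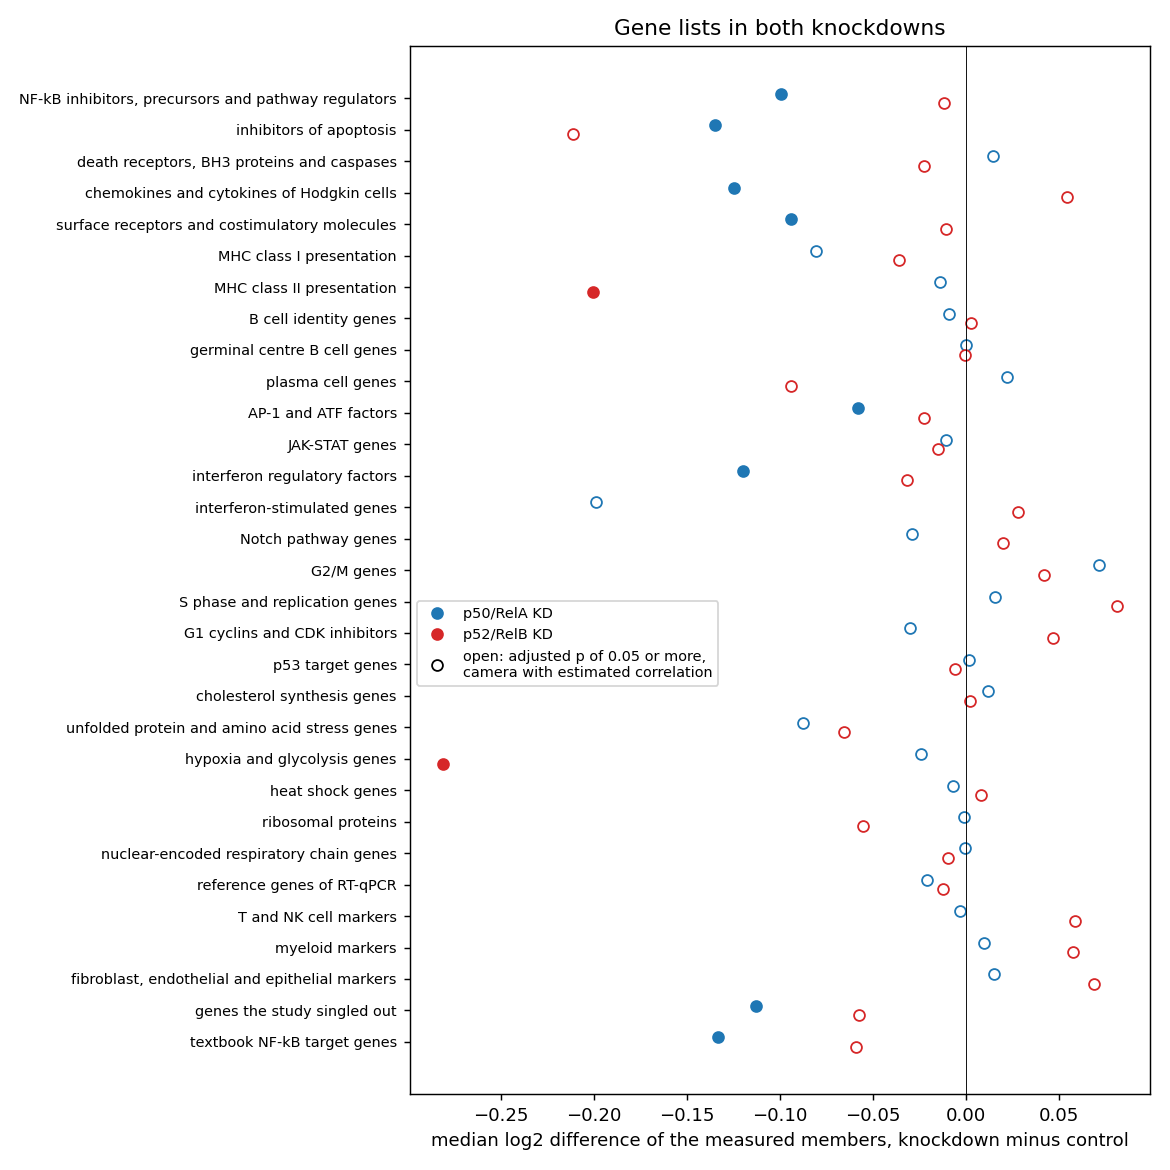
Median log2 difference, KD minus control, over the measured members of each gene list except the siRNA targets, in blue for p50/RelA KD and in red for p52/RelB KD. Filled points have a camera adjusted p below 0.05 with an estimated correlation, which held for 9 lists in p50/RelA KD with the siRNA targets included and for 2 in p52/RelB KD.

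The p52/RelB count was 962 without the replicate block and 492 to 2247 without 1 replicate. It was 1284 with sequence 1 alone, 1 with sequence 2 alone and 709 with sequences averaged. The outlying array of this arm is 1 of its 3 sequence 2 arrays. The count with sequence 2 alone therefore does not show that this sequence lacked an effect. Within the scan batch of replicates 1 and 2 limma called 2250 clusters, 1156 lower and 1094 higher, and within that of replicate 3, which holds the outlying array, it called 0, with 1153 at an unadjusted p below 0.05.

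The third comparison asked how far the 2 KDs act on the same genes. Of 180 clusters called in p50/RelA KD and tested in both, 149 (82.8%) had a p52/RelB effect of the same sign, called or not. That share of signs was not tested against chance. In 108 of them p52/RelB KD was called in the same direction. In both KDs 82 clusters were lower, where independent sets would share 8.99 (odds ratio 22.7, Fisher's exact p = 1.67e-61), and 26 were higher, where 1.82 would be shared (odds ratio 37.2, Fisher's exact p = 2.00e-25). Clusters are not independent of each other, so these odds ratios describe the overlap only. The shared clusters stood for 69 lower and 23 higher genes. The largest shared changes were those of ASPN, CCL22, NFKB2, TMPRSS3, PRICKLE1, TNFAIP6 (-0.48 and -0.79), PHF19 (-0.31 and -0.96), EVI2B, SEMA7A, a semaphorin (-0.33 and -0.85), and HEY1 (-0.39 and -0.69). For CCL22 the effects differed by -0.11 ± 0.10, which did not pass (adjusted p = 0.663). Without 1 replicate, 5 to 40 clusters were shared, with 37 without the replicate block and 17 with sequences averaged. A further quantile normalization gave 79 lower and 47 higher shared clusters.

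The effect itself differed between the KDs for 736 of 15962 clusters, 414 lower and 322 higher in p52/RelB KD. The smallest adjusted p of the lower ones belonged to NFKB2, WIPI1, an autophagy protein (difference -0.64 ± 0.05), TMPRSS3, AHNAK (-0.66 ± 0.05), CYP19A1, the aromatase (-0.62 ± 0.06), LINC00341 (-0.61 ± 0.06), PHF19 and KCNN1 (-0.51 ± 0.05). Those of the higher ones belonged to NFKB1, FAR2 (0.98 ± 0.07), RELA, FCER2 (0.58 ± 0.05), KCNJ15 (0.96 ± 0.08), CCL5 (0.68 ± 0.06), PRICKLE1 (0.79 ± 0.07) and APOD (0.61 ± 0.06). In 8 clusters the KDs were called in opposite directions. CCL5, OAS3, PRR5L, APOD, TESC, EGR1 and NFKB1 fell in p50/RelA KD and rose in p52/RelB KD, and SCPEP1 did the reverse. For CCL5 the values were -0.31 and 0.37, for PRR5L -0.38 and 0.36, and for EGR1, an immediate early factor, -0.24 and 0.27. Of the 64 clusters called in p50/RelA KD alone 27 differed by this test, and of the 1616 called in p52/RelB KD alone 572 did. The count was 283 without the replicate block, 193 to 361 without 1 replicate, 159 with sequences averaged and 3 with sequence 2 alone. With sequence 1 alone the balance turned to 176 lower and 218 higher. It moved the other way with each array centred on its median (360 lower and 198 higher) and without replicate 2 (174 and 71).

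**Figure D5:**
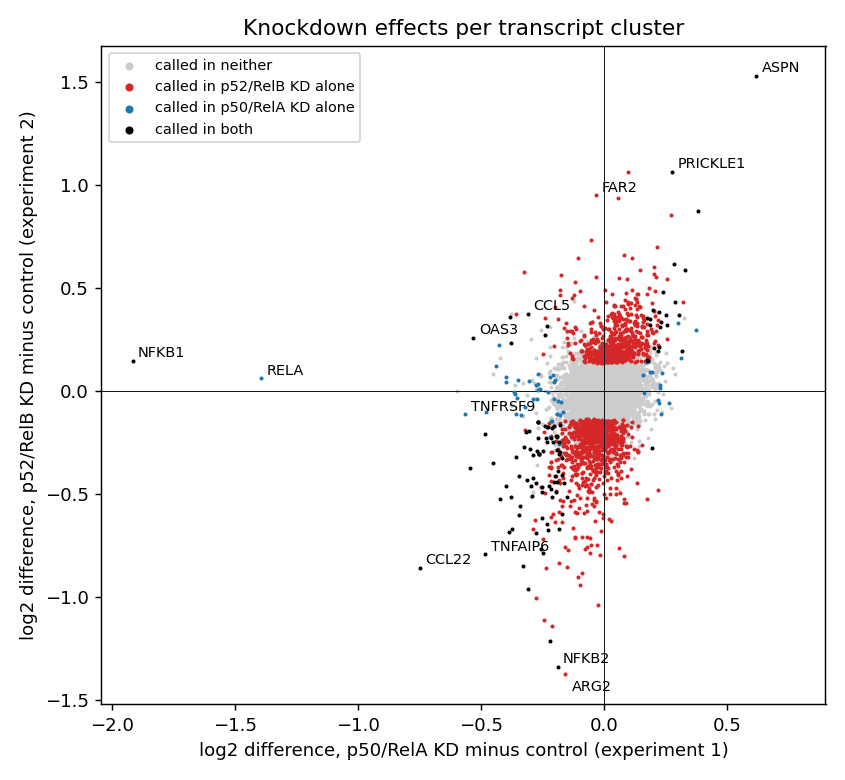
Log2 difference, KD minus control, of each transcript cluster tested in both experiments, p50/RelA KD on the horizontal and p52/RelB KD on the vertical axis, coloured by the KD in which it was called. Shared calls lie mostly in the lower left (82 clusters) and upper right (26 clusters), and CCL5 and OAS3 are among the 8 called in opposite directions.

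Among the lists, interferon-stimulated genes were higher in p52/RelB KD than in p50/RelA KD by a median of 0.31, with 8 of 31 called and 17 higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.18e-07, but adjusted p = 0.385 with an estimated correlation). Hypoxia and glycolysis genes were lower, with a median of -0.29, 10 of 23 called and 15 when adjusted over the list alone (camera adjusted p = 6.66e-14, but adjusted p = 0.165 with an estimated correlation). Across all 15962 clusters the effects correlated at a Pearson r of 0.293 and a Spearman rho of 0.226. Genes are not independent replicates, and 37 of 100 permutations of the arm labels within replicates gave a Pearson r at least as far from 0, so the correlation over all clusters did not exceed chance. With sequence 2 alone r was 0.056 and rho -0.019, and without replicate 2 r was 0.053 and rho -0.056.

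The last comparison set the siRNA sequences against each other, since each target was hit by 2 distinct sequences. In p52/RelB KD the smallest adjusted p belonged to TBC1D13 (sequence 2 minus sequence 1, -0.41 ± 0.06), IL13 (-0.53 ± 0.08), PLA2G4F (-0.52 ± 0.08), RUNDC3B (-0.36 ± 0.06) and LCN1 (0.53 ± 0.09), each at an adjusted p of 0.405. In p50/RelA KD they belonged to SNAI3-AS1 (0.38 ± 0.06), CALML6 (-0.38 ± 0.07), TIMM8B (-0.42 ± 0.09), BPNT1 (0.43 ± 0.10) and MED18 (0.25 ± 0.06), each at 0.999. In the control arms the genes named by the rule were KRTAP12-2, SURF6, LIMS1, SEMA4G and NTF4 in experiment 1 and TRO, ZNF674, ENAM, FAM163A and PLCXD1 in experiment 2, each at an adjusted p of 1. The smallest adjusted p of the experiment 1 control arm, 0.144, belonged to clusters with several symbols, which are not named. Limma called 0 clusters in each of the 4 arms. At an unadjusted p below 0.05 there were 562 in p50/RelA KD and 381 in its control arm, and 1673 in p52/RelB KD and 175 in its control arm. Without the 2 outlying arrays there were 1122 and 2288 in experiment 1, where the order turned round, and 1228 and 744 in experiment 2. The effects of sequence 1 and sequence 2, each against the control of the same number, correlated across clusters at 0.252 in p50/RelA KD and at 0.574 in p52/RelB KD.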

Values the study reported

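The study reported that p52/RelB regulated almost 5-fold more genes than p50/RelA, where a regulated gene also had to be bound in ChIP-seq. Of the regulated genes, 22 % for p50/RelA and 36 % for p52/RelB were described as repressed by the factors, meaning that their expression was higher after the KD. In viability assays outside this series, the study gave a decrease of 30 % to 40 % after p50/RelA KD and of up to 95 % after p52/RelB KD.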

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

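Of the tests in this part, the slope of values on level in the outlying array, the comparison of interferon-stimulated genes with experiment 2, and the variation of interferon-stimulated genes between wells were chosen only after the result was seen, and the rule for the variation of hypoxia genes between wells was made stricter after its value was seen.

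The interferon-stimulated genes were lower in p50/RelA KD, by a list mean of -0.09, -0.32 and -0.30 in replicates 1, 2 and 3. With 1 array left out the mean difference nearest 0 was -0.20, which argues against a single array, and the exact permutation p within replicates was 0.009259, the smallest that 216 arrangements can give and one that 12 lists reached. Had the control siRNAs themselves raised these genes, p52/RelB KD would have been lower as well, unless that KD raised them itself. Its list mean differed by 0.19 in replicate 1, and its lowest replicate differed by -0.017. Of 31 members 4 were called higher there and 2 lower. An opposite effect of p52/RelB KD could hide a response to the control siRNAs, so this comparison cannot exclude such a response. The camera call was lost at adjusted p = 0.0727 with an estimated correlation. Among control arrays the list mean varied over a range of 0.71, and over 0.26 with each array less its replicate's mean. The latter range was 1.08 times the difference between the arms, and 0.632 to 1.23 times with 1 replicate left out. A culture state that varies between wells and an effect of p50/RelA KD therefore cannot be told apart by that ratio.

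The hypoxia and glycolysis genes were lower in p52/RelB KD, also with an exact permutation p of 0.009259, the smallest possible and one that 12 lists reached. Without the outlying array of that arm 18 members were called lower, which argues against that array as the whole source. Each scan batch held as many control as KD arrays, so an additive shift between batches could not give this difference. The smaller of the median differences within the 2 scan batches was -0.26. The fall was thus present in both, but this is no separate test of scan batch. Among control arrays the list mean varied over a range of 0.38, and over 0.18 with each array less its replicate's mean. The latter range was 0.496 of the difference between the arms, and 0.529, 0.272 and 0.490 without replicates 1, 2 and 3. A culture state that varies between wells and an effect of p52/RelB KD therefore cannot be told apart by that ratio. In p50/RelA KD the same list moved as a block between replicates, with medians of -0.13, -0.07 and 0.11, which bears on the difference between the KDs as well. Of the largest falls in p52/RelB KD, ARG2, CLMN, GPR160, IZUMO4, HILPDA, PFKFB4 and DDIT4 had these signs in the replicates of p50/RelA KD. The limit set by culture state may therefore hold for them too.

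One array, p52/RelB KD with sequence 2 in replicate 3, lay far from the other 5 of its arm by a Dixon test at the 95% level. Its median was 7.51 (others 7.39 to 7.42), its interquartile range 3.16 (3.33 to 3.42), its mean correlation with the arm 0.980 (0.992 to 0.994) and the SD of its deviations 0.264 (0.081 to 0.122). It held an outlying value for 19 named genes and for 3 of the list means, while NFKB2 was at 8.89, near the mean of 8.96 in the other arrays.

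Its difference from the others fell with level at a slope of -0.074, where the lowest other array had -0.011, which restates its narrower range and so gives a compressed range of values no separate support. Its difference from the sequence 1 array of the same replicate correlated at -0.022 with the KD effect of replicates 1 and 2, which argues against cells further along the same response. For RNA from another cell type, 1 of 3 marker lists exceeded random lists matched on level. T and NK cell markers did (median 0.40 against an upper bound of 0.32, highest CD3D at 0.61), and myeloid markers (0.33 against 0.36, highest S100A9 at 0.58) and fibroblast, endothelial and epithelial markers (0.28 against 0.35, highest KRT18 at 0.57) did not. Compression of the range and RNA of other cells both stay open, and no explanation besides these and a further response was tested.

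In all, 53 of 936 sets of a named gene and an arm held an outlying value, the 19 above included, where chance gives about 1 in 20. Of the others, 5 fell on the experiment 1 control array of sequence 2 in replicate 1, 5 on the p50/RelA KD array of sequence 1 in replicate 3 and 3 on the p52/RelB KD array of sequence 1 in replicate 3. A further 7 arrays held 2 each and another 7 held 1 each.

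The effects of the 2 KDs differed by the test of the difference itself in 736 clusters and in 81 of 232 named genes. Of the gene lists, 9 differed by camera, none of them with an estimated correlation. In p52/RelB KD relative to p50/RelA KD the median was higher for interferon-stimulated genes (0.31), chemokines and cytokines (0.12), MHC class I genes (0.080), S phase genes (0.064), surface receptors (0.058) and textbook NF-κB targets (0.041). It was lower for hypoxia and glycolysis genes (-0.29), MHC class II genes (-0.12) and ribosomal proteins (-0.055). The experiments were scanned in separate batches, but each KD was compared with controls of the same replicates and batches, so an additive shift between batches does not enter these differences.

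Clusters that the platform annotation does not list were not part of the comparisons. Among them limma called 2 of 5564 in p50/RelA KD, with 302 at an unadjusted p below 0.05, and 50 of 6562 in p52/RelB KD, with 717, of which 22 were lower and 28 higher.

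Other splits of the arms within replicates were drawn 100 times for the counts. For clusters called, 1 of 100 splits, the real one, was as large in p50/RelA KD (182, highest other 1), in p52/RelB KD (1764, highest other 0) and for the difference (736, highest other 0), so chance is excluded. For lists past the threshold, 4 of 100 were as large in p52/RelB KD (9, highest other 10). That share is under 0.05 but only narrowly, with 100 of 108 splits drawn, so chance is not firmly excluded. In p50/RelA KD 9 of 100 were as large (14, highest other 17), so chance is not excluded for that count. For the sequences of each of the 4 arms the splits, 4 of them, were too few for a share under 0.05 (0 called by limma, highest other 0, with 175 to 1673 at an unadjusted p below 0.05).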

How the results depend on the processing

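The setting without the 2 outlying arrays was chosen only after the data were seen. No alternative reversed a called gene or list among the settings run for them, and none reversed the Pearson correlation of the effects. Named genes were run without the block, with other filters, renormalization or median centring, and with replicates or arrays left out. Lists were run without the block, with an estimated correlation, by fry, without a filter, with another choice of cluster, and with replicates left out. Genes and lists were not run with single or averaged sequences, array weights or the methods' t-test. The Spearman correlation turned from 0.226 to -0.019 with sequence 2 alone and to -0.056 without replicate 2, and the balance of the difference turned from 414 lower and 322 higher to 176 and 218 with sequence 1 alone. Where no cause is named below the cause was not tested.

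Without the replicate block, limma called 68 clusters in p50/RelA KD in place of 182 and 962 in p52/RelB KD in place of 1764, 283 differed between the KDs in place of 736, and 37 were shared in place of 108. The block removes variation between replicates from the error, and the log2 differences stayed the same by construction.

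With array weights p50/RelA KD had 370 clusters. The methods' t-test gave 34 and 790 on the values as deposited and 299 in p50/RelA KD on values adjusted for replicate. A minimum of 1.5-fold left 4 and 92. With sequences averaged, which leaves fewer samples, the counts were 42, 709, 159 for the difference and 17 shared. Sequence 1 alone gave 6 clusters in p50/RelA KD, 394 for the difference and 1 shared. Sequence 2 alone gave 3, 1 in p52/RelB KD, 3 for the difference and 0 shared, and a correlation of the effects of 0.056 in place of 0.293. Both outlying arrays carry sequence 2, so in each of their arms 1 of the 3 sequence 2 arrays was outlying. The low counts therefore do not show that sequence 2 lacked an effect. Across clusters the effects of the 2 sequences correlated at 0.252 in p50/RelA KD and at 0.574 in p52/RelB KD.

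With replicates or single arrays left out, which also leaves fewer samples, p50/RelA KD ranged from 16 to 216 clusters and p52/RelB KD from 492 to 2526. Without replicates 1, 2 and 3 the counts were 16, 25 and 51 in p50/RelA KD and 492, 528 and 2247 in p52/RelB KD. With 1 replicate left out, the only omission run for these besides the 2 outlying arrays, the difference ranged from 193 to 361, shared clusters from 5 to 40 and the correlation from 0.053 to 0.329. Single arrays that moved the p50/RelA count by over 1.5 times were control sequence 1 replicate 2 (106 without it), control sequence 2 replicate 1 (112), and the KD arrays of sequence 1 replicates 1 (114) and 3 (97) and of sequence 2 replicates 1 (109) and 2 (105). RELB in p52/RelB KD ranged from -0.31 to -0.26 and lost its call without replicate 2 (-0.27, adjusted p = 0.0756). Without the 2 outlying arrays the counts were 216, 2526, 1085 and 125, within 1.5 times of the main counts, but their directions moved further. Higher clusters went from 42 to 86 in p50/RelA KD, from 710 to 1237 in p52/RelB KD and from 26 to 54 among the shared ones, and the share lower went from 76.9% to 60.2%, from 59.8% to 51.0% and from 75.9% to 56.8%.

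With an estimated correlation, lists past the threshold went from 14 to 9 in p50/RelA KD and from 9 to 2 in p52/RelB KD. Of the named genes called, 43 of 51 in p50/RelA KD and 63 of 127 in p52/RelB KD lost the call under at least 1 setting, and of the lists called, 5 of 14 and 7 of 9. No signal over background was computed, as RMA values carry no detection call.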

Other observations

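Several genes that changed in the same direction in both KDs act outside the lists, and each of those named here changed more in p52/RelB KD by the test of the difference. TMPRSS3, a membrane serine protease, fell by 0.22 in p50/RelA KD and by 1.22 in p52/RelB KD, and SEMA7A, a membrane semaphorin that binds integrins, fell by 0.33 and by 0.85. PHF19, which recruits a Polycomb complex to chromatin, fell by 0.31 and by 0.96. ASPN and PRICKLE1 rose in both, by 0.62 and 1.53 and by 0.28 and 1.07. ASPN lay near the low value limit in the control arms, with means of 6.68 and 6.14.

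The ratio of called genes, p52/RelB KD over p50/RelA KD, was 9.89 here. That is higher than the value quoted from the study above, which counts only genes also bound in ChIP-seq, so the ratios are of unlike sets.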
